A study of Mus musculus with 15 samples. Its data were reported in "Predict the role of lncRNA in kidney aging based on RNA sequencing" (2022).

How the data were processed

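Small RNA libraries from the kidneys of male C57BL/6 mice were analysed, 5 from mice aged 3 months, 5 from mice aged 12 months and 5 from mice aged 24 months, with 1 library per mouse. Age and mouse number were taken from the sample labels. The mouse numbers differ between ages, so no pairing across ages was possible. The labels name no collection, extraction or sequencing batch, and the protocol text speaks of fewer libraries than the 15 analysed.

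Per the labels, total RNA was extracted with Trizol, libraries were made with an Illumina TruSeq small RNA kit, and a commercial laboratory sequenced them and ran its own miRNA program. The authors removed adapter dimers, low-complexity reads, repeats and reads of common RNA classes, among them ribosomal RNA (rRNA), then matched the rest to known hairpins of mouse and of other species and predicted further hairpins. The raw values of the deposited table are expected counts, because the reads of a sequence that matches several places were divided among its lines. Most values under about 5 reads seem to be listed as 0, since the most frequent value above 0 was 5 among sequences listed once. The rule has exceptions: 49 of 9546 whole values above 0 of these sequences were 1 to 4, so a 0 was taken as up to 5 reads. The authors also give a normalized signal, which equals the raw value times 1 constant per library (0.728 to 1.26). How those constants were chosen is not stated. The table names a sequence after its miRNA and adds L or R with a number where its ends differ from the reference. Mature miRNA names are used here without that addition.

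The table has 1318 lines for 1153 distinct sequences. For the 137 sequences with several lines (302 in all), the expected counts of the lines were summed and rounded to whole numbers. Totals per library ranged from 12.2 to 20.7 mega-counts (M). Sequences named after mouse miRNAs held at least 99.356% of the counts of each library. The genome build of the small RNA table is not stated, and the study's methods name GRCm38 for its long RNA libraries. The positions were taken as GRCm38 because 524 of 526 mouse hairpin positions (99.6%) overlap a miRNA gene of GENCODE vM21 on the same strand, with a median offset of the start of 0 bases, and hosts and exons are from that annotation.

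Differential abundance was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood F test), with all 15 libraries in 1 model and 1 mean per age. The filter kept 665 sequences, of which 488 bear mouse names, 159 names of other species and 18 are predicted. They hold at least 99.99% of the counts of each library. TMM factors were 0.959 to 1.04, and the common biological coefficient of variation was 0.190. Adjusted p-values are Benjamini-Hochberg values, with 0.05 as threshold, and a sequence past it is called. Fold changes are those of the edgeR fit with its default prior count. Their SE is the absolute log2 change divided by the square root of the F statistic. Counts-per-million values (CPM) are TMM-scaled, and their log2 values use a prior count of 2. Means are given with the SD over mice. A 95% Wilson interval was computed for shares of single libraries, with a floor of 3 counts of the total, and a count of 0 was also set at the table's own limit of 5 reads. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules.

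The contrasts were 24 against 3 months, 12 against 3 months, 24 against 12 months, and any difference among the 3 ages. The total count, the share of the 10 most abundant sequences and the distance of each mouse to the mean of the other mice of its age (root mean square difference in log2 CPM) were compared between ages by two-sided exact permutation tests. With 5 against 5 there are 252 arrangements and the smallest p is 0.00794. The miRNAs to be named were set by rule. In 24 against 3 months they were the 10 with the largest absolute log2 change among called mouse miRNAs with a mean of at least 10 CPM and no overlap between the mice of both ages. In each other contrast they were the 3 largest by the same rule, or the 3 with the smallest p where none passed. Members of the kidney ageing list past 0.05 adjusted over the list alone and the most abundant miRNA were added. All of this, the lists and the first set of alternatives were chosen before the data were examined.

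The 16 lists hold miRNAs tied by general knowledge to kidney ageing and fibrosis, to leukocytes, erythroid cells, hepatocytes, striated muscle, pancreas, neurons, renal tubules, mesenchymal and smooth muscle cells and endothelium, and members of the miR-17-92 group, let-7, miR-29 and miR-200 families and of the Dlk1-Dio3 and Sfmbt2 clusters. The 13 lists with at least 3 tested members were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and by fry and camera with an estimated correlation.

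Alternatives covered other scalings (RLE factors, total counts), other filters (none, at least 10 counts in every library), DESeq2 1.42.0, limma-trend on the authors' normalized signal with a pseudocount of 1 or 0.1, counts summed per mature name, mouse names only, removal of the most abundant miRNA, only the 10 libraries of a contrast, an added limit of 2-fold, and removal of each mouse in turn. After the data were seen, 5 were added: the value of 1 line per sequence, the erythroid list mean as a covariate, the log2 of the summed CPM of rRNA sequences as a covariate, a term for libraries with a higher or lower level of rRNA sequences, split at the widest gap, and 12 against 3 months in the libraries of the higher level alone. The rRNA sequences are 10 sequences named after hsa-miR-7641 that match annotated rRNA genes.

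The steps were tested on simulated data with 649 tested sequences, of which 194 were changed. edgeR recovered 75.8% of them with 3.29% false calls, DESeq2 76.3% with 4.52% and limma-trend 75.8% with 3.92%. All 3 made 0 calls in a contrast without simulated change. Of 100 unchanged lists, the preset correlation and the estimated correlation each gave 0 with p under 0.05 and fry gave 7. The simulated sequences were drawn independently of each other, so this does not test lists whose members move together. No 2 libraries of an age were copies of each other: the smallest chi-square per degree of freedom between them was 36.6. Tables were handled with pandas 2.3.3 in Python 3.11.15 and plots were drawn with matplotlib 3.10.9. No column was left unmapped to a sample. The long RNA libraries of the study were not analysed here.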

Results

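Small RNA was sequenced from the kidneys of 15 male mice, 5 at each of 3, 12 and 24 months of age, to follow how kidney miRNAs differ with age. The total count per library was 14.2 ± 2.25 mega-counts (M) at 3 months (SD, n = 5), 14.2 ± 1.73 M at 12 months (n = 5) and 16.4 ± 3.24 M at 24 months (n = 5), with a range over all libraries of 12.2 to 20.7 M. None of the pairs of ages differed in total count, with differences of 2.28 M between 24 and 3 months, 0.045 M between 12 and 3 months and 2.24 M between 24 and 12 months (two-sided exact permutation tests, adjusted p = 0.369, 0.960 and 0.369). The sign of the difference between 12 and 3 months depended on single mice: without 12-month mouse 19 it was -0.607 M. The size of the other differences did too, with 1 mouse left out in turn. It was 1.21 to 3.35 M between 24 and 3 months and 1.16 to 3.30 M between 24 and 12 months. Both were lowest without 24-month mouse 34 and highest without 24-month mouse 33, and neither passed the threshold.

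The most abundant miRNA was miR-30c-5p, which the annotation places at 2 hairpins on chromosomes 1 and 4, with 7.5% ± 0.380 of the counts (SD, n = 15). The 10 most abundant sequences held 49.3% ± 1.14 of the counts at 3 months, 48.8% ± 0.562 at 12 months and 49.97% ± 0.637 at 24 months (n = 5 each). This share was 1.17 percentage points higher at 24 than at 12 months (two-sided exact permutation test, p = 0.0159, adjusted p = 0.0476). It differed by less than the spread between mice from 3 to 24 months (0.638 points, exact permutation, adjusted p = 0.381) and from 3 to 12 months (-0.531 points, exact permutation, adjusted p = 0.381). The difference between 24 and 12 months was not firm: with 1 mouse left out in turn it was 0.912 to 1.35 points and no longer past the threshold in 8 of 10 comparisons (exact permutation, adjusted p up to 0.0952), all but those without 12-month mouse 21 or 24-month mouse 32. For the single most abundant miRNA and for the 50 most abundant it did not pass either (exact permutation, adjusted p = 0.651 and 0.536).

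The libraries also differed in a way that the ages do not explain. Sequences from rRNA genes made up 12.3 to 74.6 CPM of the library total in 8 libraries and 1.12 to 3.64 CPM in the other 7. The higher level was found in 4 of the 5 mice at 3 months, 3 of 5 at 12 months and 1 of 5 at 24 months. The first principal component of the log2 CPM values, with 22.6% of the variance, separated these libraries without overlap. The highest score of the 8 was 0.893 and the lowest score of the 7 was 4.12. Because rRNA sequences that set the level were among the sequences entered, part of this separation was built in. The same component differed between 24 and 3 months by less than the threshold requires (10.5 units, exact permutation, adjusted p = 0.0714). Within a level, 12 against 3 months was the 1 contrast with at least 3 libraries of each age, so the level was entered as a term beside age.

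**Figure D1:**
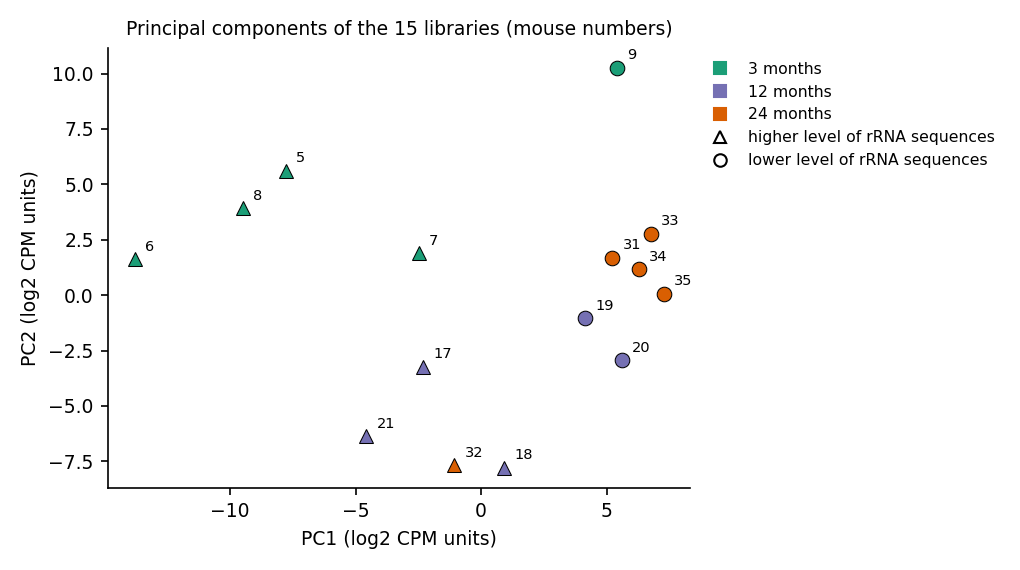
Scores of the 15 libraries on the first and second principal components of log2 CPM over the 665 tested sequences, labelled by mouse number and coloured by age, with triangles for the higher and circles for the lower level of rRNA sequences. The 8 libraries of the higher level all have a first score of at most 0.893, and the 7 of the lower level all have at least 4.12. The tested sequences include rRNA sequences that set the level.

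Between 24 and 3 months, the contrast of old with young kidneys, 15 of 665 tested sequences had an adjusted p under 0.05 (edgeR), 9 higher and 6 lower at 24 months. At an unadjusted p under 0.05 there were 139 (20.9%). All 15 bear names of mouse miRNAs, and 3 changed by more than 2-fold. These were both arms of miR-124 and a sequence named after miR-2137 that differs from it by a base substitution. The latter, listed after its values were seen, was rare (mean 2.52 CPM, log2 change -1.73). It was lost with the rRNA level as a term (edgeR, adjusted p = 0.158). In 12 of the 15 the mice of both ages did not overlap. Among all tested sequences this held for 33 (4.96%), where chance gives 0.794%. The count moved most with the erythroid list as a covariate (2 calls) and with DESeq2 (43 calls). It also depended on single mice: there were 34 calls without 24-month mouse 32, 27 without 3-month mouse 9, 9 without 12-month mouse 17 or 18, 8 without 24-month mouse 34, 6 without mouse 33 and 4 without mouse 35. The share of calls that were higher at 24 months was 60.0%, and it was 36.4% of 11 calls with RLE factors and 41.7% of 12 calls when libraries were scaled to total counts. With the rRNA level as a term 8 sequences were called, 7 of them among the 15.

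The largest change among the named miRNAs was that of miR-124-3p. Its mature sequence is shared by Mir124a-1 (GRCm38, chromosome 14, 64590657 to 64590741, exon of Mir124a-1hg), Mir124a-2 (chromosome 3, 17795661 to 17795775, exon of Mir124-2hg) and Mir124a-3 (chromosome 2, 180894014 to 180894135, overlapping an exon of Gm27032), so the locus of origin is unknown. Its level was 3.01 ± 2.12 CPM at 3 months, 96.4 ± 35 CPM at 12 months and 64.0 ± 31.4 CPM at 24 months (SD, n = 5 each). This is a log2 change of 4.46 ± 0.48 (SE) between 24 and 3 months (22-fold, adjusted p = 4.66e-05), with each of the 5 older mice above each of the 5 younger. Counts were 6 to 74 at 3 months and 655 to 1678 at 24 months. In single libraries the share ran from 0.396 CPM of the total (95% Wilson interval 0.182 to 0.864) in 3-month mouse 9 to 125 CPM (119 to 130) in 12-month mouse 21. By level of rRNA sequences, the 3-month mice had 2.13 to 6.18 CPM at the higher level (4 mice) and 0.394 CPM at the lower (1 mouse). The 12-month mice had 53.4 to 123 CPM (3 mice) and 63.3 to 119 CPM (2 mice). The 24-month mice had 114 CPM (1 mouse) and 36.3 to 72.2 CPM (4 mice). With the level as a term, the log2 change was 4.89 ± 0.45 (SE, adjusted p = 1.04e-05).

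The other arm, miR-124-5p, was listed at 0 in each of the 5 libraries of 3-month mice. Since most values below about 5 reads seem to be listed as 0, this allows up to 0.284 to 0.411 CPM. It was named after its values were seen. The 10 libraries of older mice had 5 to 33 reads of it. Because of that limit its fold change is a lower bound, at least 2.6-fold higher at 24 months and at least 3.79-fold higher at 12 months.

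**Figure D2:**
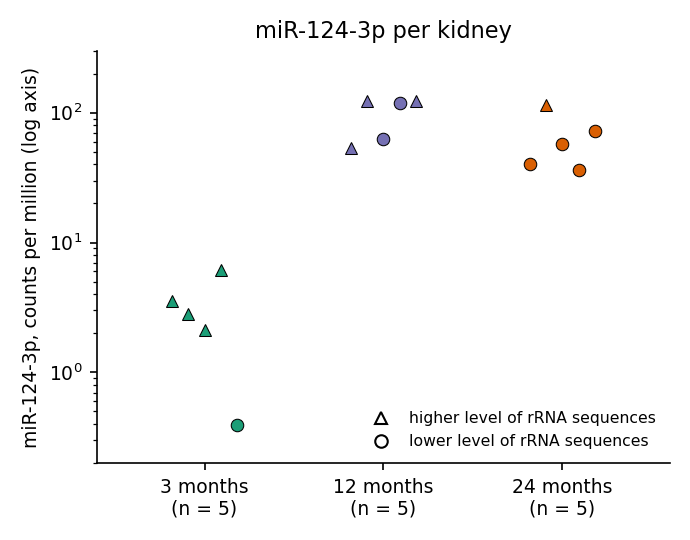
Level of miR-124-3p in each kidney in TMM-scaled CPM on a log axis, by age, with triangles for libraries of the higher and circles for those of the lower level of rRNA sequences. The 5 kidneys at 3 months lie between 0.394 and 6.18 CPM, and the 10 at 12 and 24 months lie between 36.3 and 123 CPM.

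Of the other named miRNAs, 4 were higher at 24 than at 3 months, in each case with no overlap between 5 and 5 mice. miR-155-5p (chromosome 16, 84714136 to 84714205, exon of Mir155hg) had 137 ± 11 against 94.5 ± 15.9 CPM (SD), a log2 change of 0.54 ± 0.12 (SE, adjusted p = 0.0252). miR-204-5p (chromosome 19, 22750555 to 22750703, intron of Trpm3) had 163 ± 14 against 122 ± 20.9 CPM, a log2 change of 0.42 ± 0.10 (adjusted p = 0.0494). miR-339-5p (chromosome 5, 139369650 to 139369745, intron of 3110082I17Rik) had 531 ± 23.0 against 455 ± 15.9 CPM, a log2 change of 0.22 ± 0.05 (adjusted p = 0.0413). miR-26a-5p had 58364 ± 406 against 51597 ± 1200 CPM, a log2 change of 0.18 ± 0.03 (adjusted p = 0.00925), and its sequence is shared by Mir26a-1 (chromosome 9, 119031776 to 119031904, intron of Ctdspl) and Mir26a-2 (chromosome 10, 126995530 to 126995613, within Ctdsp2). The changes of miR-204-5p and miR-339-5p were not firm, since they passed the threshold in 4 and 1 of 24 alternatives. miR-339-5p was lost whichever mouse was left out. miR-155-5p was lost without 3-month mouse 8 (adjusted p = 0.0607), 24-month mouse 33 (0.0918) or mouse 35 (0.0689), and miR-26a-5p without the same mice (0.0607, 0.0984 and 0.0506).

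The remaining 5 named miRNAs were lower at 24 months, again with no overlap between 5 and 5 mice. Both arms of miR-335 (chromosome 6, 30741299 to 30741396, intron of Mest) were among them. miR-335-5p had 207 ± 16.6 CPM at 24 months and 284 ± 35.5 CPM at 3 months (SD), a log2 change of -0.45 ± 0.08 (SE, adjusted p = 0.00925). miR-335-3p had 24.2 ± 0.861 and 32.5 ± 2.59 CPM, a log2 change of -0.42 ± 0.07 (adjusted p = 0.00260). miR-615-3p (chromosome 15, 103014909 to 103015004, intron of Hoxc5) had 149 ± 17.7 and 193 ± 18.2 CPM, a log2 change of -0.37 ± 0.09 (adjusted p = 0.0413). miR-151-3p (chromosome 15, 73254796 to 73254890, intron of Ptk2) had 520 ± 24.6 and 635 ± 44.5 CPM, a log2 change of -0.29 ± 0.06 (adjusted p = 0.0153). miR-378a-3p (chromosome 18, 61397799 to 61397925, intron of Ppargc1b) had 7531 ± 368 and 8630 ± 264 CPM, a log2 change of -0.20 ± 0.04 (adjusted p = 0.0152). Without 24-month mouse 35 the adjusted p was 0.117 for miR-615-3p, 0.0506 for miR-151-3p and 0.0813 for miR-378a-3p. miR-615-3p was also lost without 3-month mouse 5 (0.0762, log2 change -0.37) or 7 (0.0530) and without 24-month mouse 33 (0.0732) or 34 (0.0857).

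**Figure D3:**
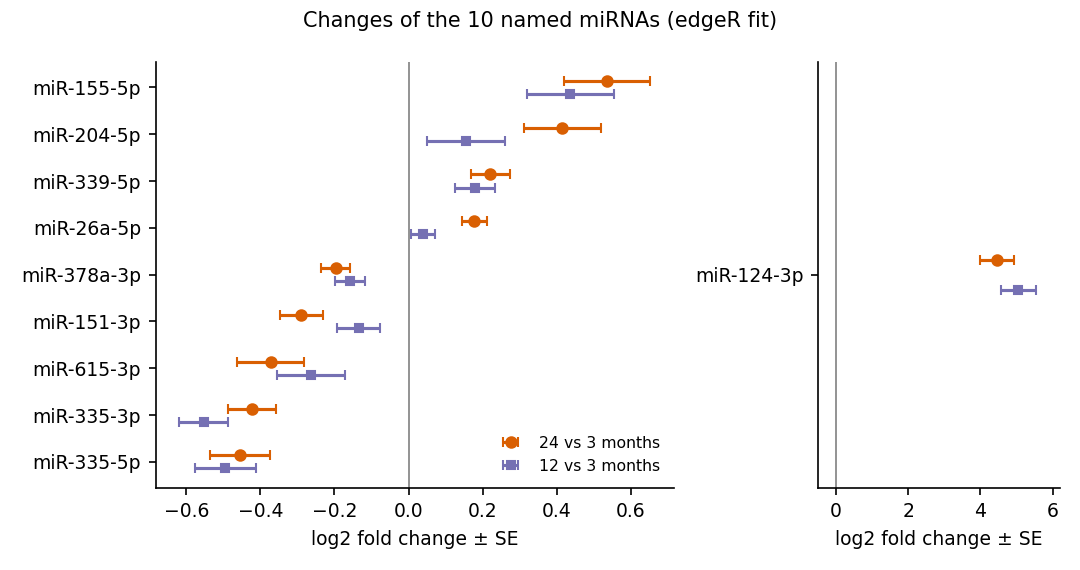
Log2 fold change of the 10 miRNAs named in 24 against 3 months, with bars of 1 SE from the edgeR model of all 15 libraries, for 24 against 3 months (circles) and 12 against 3 months (squares). miR-124-3p lies at 4.46 and 5.05, and the other 9 lie between -0.55 and 0.54.

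Between 12 and 3 months, middle-aged against young kidneys, 16 sequences were called, 8 higher and 8 lower, with 98 (14.7%) at an unadjusted p under 0.05. Of these, 15 are mouse miRNAs, 3 changed by more than 2-fold, and 11 did not overlap between ages. With the rRNA level as a term 18 sequences were called, 14 of them among the 16. In the 7 libraries of the higher level alone, 2 were called, both among the 16, with 68 of 644 at an unadjusted p under 0.05. There were 5 calls without 3-month mouse 8, 6 without 3-month mouse 5 or without 12-month mouse 17, 18 or 19, 8 without 3-month mouse 6 and 10 without 24-month mouse 33. miR-124-3p rose by a log2 change of 5.05 ± 0.48 (SE, adjusted p = 9.87e-06, higher in 5 of 5 mice). miR-486a-5p had 569 ± 141 CPM at 12 months and 1239 ± 291 CPM at 3 months (SD, n = 5 each), a log2 change of -1.12 ± 0.24 (adjusted p = 0.0271, lower in 5 of 5 mice). It lies in an intron of Ank1 (Mir486, chromosome 8, 23142555 to 23142682), where a hairpin on the opposite strand, Mir3107, gives the same sequence. miR-144-3p (chromosome 11, 78073001 to 78073080, between genes) had 433 ± 70.3 and 725 ± 114 CPM, a log2 change of -0.74 ± 0.17 (adjusted p = 0.0328, lower in 5 of 5 mice). Both of the latter lost their call in several fits without 1 mouse, for example without 3-month mouse 6 (adjusted p = 0.0753 for miR-486a-5p and 0.0757 for miR-144-3p). They also lost it with the erythroid list, to which they belong, as a covariate (log2 changes of -0.25 and -0.12).

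Between 24 and 12 months, old against middle-aged kidneys, 0 sequences were called, and 59 had an unadjusted p under 0.05 (8.87% of 665). The smallest adjusted p was 0.217. The 3 abundant miRNAs with the smallest p, not past the threshold, were miR-30a-5p (log2 change 0.18 ± 0.04 SE, adjusted p = 0.217, 64839 ± 3038 against 57207 ± 2364 CPM, higher in 5 of 5 mice), miR-26a-5p (0.14 ± 0.03, adjusted p = 0.217, higher in 5 of 5) and miR-30e-5p (0.19 ± 0.05, adjusted p = 0.274, higher in 5 of 5 than the 12-month mean). That a miRNA passed the threshold against 3 months and not between the later ages does not show that its changes differ, which was not tested.

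A test of any difference among the 3 ages called 11 sequences, with 133 at an unadjusted p under 0.05, and each of the 11 was also called in 24 or 12 against 3 months. This count was 30 without 24-month mouse 32, 25 without 3-month mouse 7, 7 without 12-month mouse 18 or 24-month mouse 33, 6 without mouse 34, 5 without 3-month mouse 5 or 24-month mouse 35, and 4 without 3-month mouse 8. The contrasts with 3 months shared 5 calls, which changed in the same direction: both arms of miR-124, both arms of miR-335 and miR-378a-3p (miR-378a-3p and the miR-124-5p arm were listed after their values were seen). Across the 665 sequences, which are not independent replicates, the changes of both contrasts had a Pearson r of 0.705, or 0.630 without the arms of miR-124. Sharing the 3-month mice alone gave a mean r of 0.496 and at most 0.636 in 100 simulations. The share of sequences with the same direction was 75.2%, against a simulated mean of 66.7% and at most 70.4%. The simulations drew each sequence independently, so both ranges may be too narrow for sequences that move together. For 11 of the 15 calls of 24 against 3 months, the 12-month mean lay between both other means, and the median share of the change reached at 12 months was 80.1%. Because the calls were chosen on 3- and 24-month mice, this position was not tested.

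A list of 30 miRNAs tied to kidney ageing and fibrosis had 26 tested members, 16 of them higher at 24 than at 3 months. Adjusted over the list alone, 11 passed 0.05 (7 higher and 4 lower), and over all tested sequences 5 did, namely both arms of miR-335, miR-155-5p, miR-34a-5p and miR-204-5p. Of these, miR-34a-5p rose by a log2 change of 0.50 ± 0.12 (SE, adjusted p = 0.0413 over all and 0.00475 over the list, higher in 5 of 5 mice than the 3-month mean), and 19 of 24 alternatives took it out of the calls. The 6 that passed over the list alone were miR-29b-3p (log2 change 0.28, list-adjusted p = 0.0186), miR-29c-3p (0.25, 0.0201), miR-199a-5p (0.30, 0.0163), miR-30a-5p (0.12, 0.0268), miR-200b-3p (-0.11, 0.0138) and miR-200c-3p (-0.16, 0.0366). Without 3-month mouse 8 the count over the list alone was 6 and without 24-month mouse 35 it was 7. Over all sequences it was 2 without 24-month mouse 33 or 35, and 3 without 3-month mouse 6 or 8, any of the 12-month mice, or 24-month mouse 31 or 34.

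Of the 13 lists tested between 24 and 3 months, camera with the preset correlation called 5, with 6 at an unadjusted p under 0.05. The leukocyte list was higher (median log2 change 0.30, 10 of 10 members higher, adjusted p = 0.00772), as were the miR-17-92 group (0.12, 12 of 14, adjusted p = 0.0123) and the miR-29 family (0.23, 5 of 6, adjusted p = 0.0119). The erythroid list was lower (-0.62, 0 of 5 members higher, adjusted p = 0.00234), as was the miR-200 family (-0.11, 2 of 9 higher, adjusted p = 0.0123). All 5 were also called by fry, and 0 by camera with an estimated correlation, whose smallest adjusted p was 0.33. The estimated correlations within these lists were 0.815 (erythroid), 0.378 (leukocyte), 0.204 (miR-29), 0.152 (miR-17-92) and 0.0749 (miR-200). Each is above the preset 0.01, so the calls with the preset value may be too many. The miR-17-92 group was no longer past the threshold without 3-month mouse 7 (adjusted p = 0.0729) or 9 (0.122) or 24-month mouse 33 (0.0779). With RLE factors the same number of lists was called. The lists overlap: 6 of the 10 leukocyte members and 3 of the 6 miR-29 members stand in another list too. Of the 10 leukocyte members 9, and of the 5 erythroid members 4, had a mean of at least 10 CPM, and values of whole kidney do not tell which cells these reads came from.

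The other lists were not called between 24 and 3 months. Their adjusted p was 0.0733 for the Dlk1-Dio3 cluster (median log2 change -0.17), 0.249 for mesenchymal and smooth muscle cells (0.06), 0.343 for striated muscle (-0.23), 0.349 for kidney ageing (0.08), 0.567 for neurons (-0.11), 0.923 for let-7 (0.00), 0.983 for renal tubules (0.00) and 0.983 for the Sfmbt2 cluster (-0.03). Without 3-month mouse 7 the Dlk1-Dio3 cluster passed the threshold (adjusted p = 0.0446). The hepatocyte, pancreas and endothelial lists had 1, 2 and 2 tested members, too few for a test. Their members changed by log2 values of -0.10 (miR-122-5p), 0.24 (miR-375-3p), 0.02 (miR-7a-5p), 0.00 (miR-126a-3p) and 0.04 (miR-126a-5p), none past the threshold. Between 12 and 3 months camera called 5 lists: leukocyte (adjusted p = 1.09e-05, median 0.41), erythroid (4.87e-05, -0.87), miR-200 (0.000700, -0.11), striated muscle (0.00789, -0.47) and miR-29 (0.0230, 0.18). fry called 8, these 5 among them, and the estimated correlation 0. Between 24 and 12 months camera called 0, with 4 at an unadjusted p under 0.05, and fry called the renal tubule list (adjusted p = 0.0374, median 0.05).

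**Figure D4:**
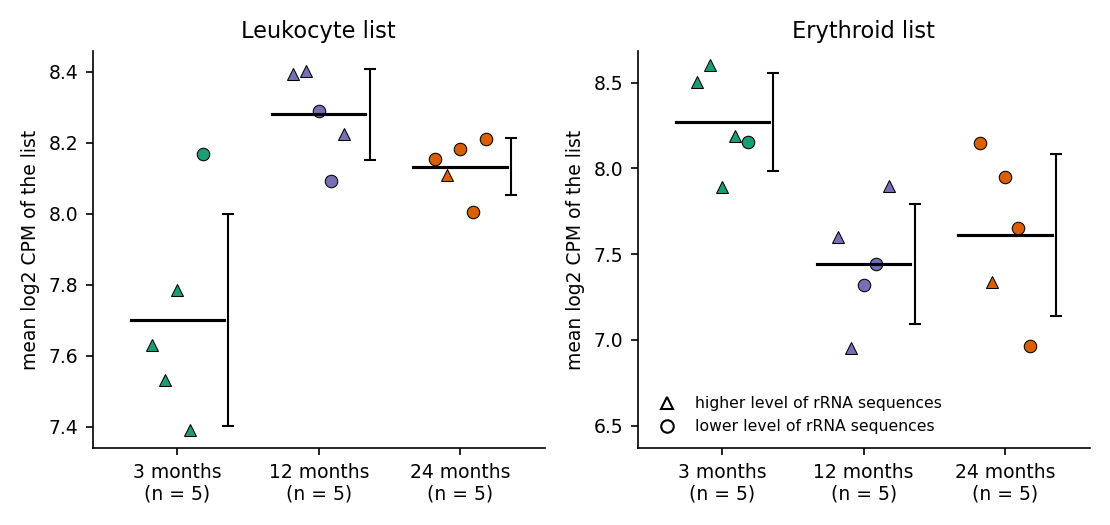
Mean log2 CPM of the leukocyte list (10 members) and of the erythroid list (5 members) in each kidney by age, with triangles for the higher and circles for the lower level of rRNA sequences. Lines are the means of 5 mice and bars 1 SD, and 3-month mouse 9, the circle at 8.17 in the leukocyte plot, lies among the older mice.

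The mice of an age lay at a mean distance of 0.65 ± 0.09 (log2, SD, n = 5) from the mean of the others at 3 months, 0.56 ± 0.04 at 12 months and 0.48 ± 0.09 at 24 months. The distance was lower by 0.17 at 24 than at 3 months, which did not pass the threshold after adjustment (two-sided exact permutation test, p = 0.0238, adjusted p = 0.0714). The other pairs differed by -0.09 and -0.08 (exact permutation, adjusted p = 0.111 each). Without 3-month mouse 7 or 24-month mouse 32 the difference between 24 and 3 months was -0.24 or -0.19 and passed (exact permutation, adjusted p = 0.0238 and 0.0357).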

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

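All tests in this part were chosen after the result was seen. A sample was singled out when its gap to the nearest other mouse of its age, divided by the range of that age, passed Dixon's 95% critical value. This held in 4 of 123 groups of 5 mice, where chance alone would give 6.15, so the number of such samples is no more than chance gives. The design names no group within an age, so no biological explanation was tested for any of them.

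In 24-month mouse 32, sequences from rRNA genes made up 13 CPM of the total, against 1.5 to 2.79 CPM in the other 24-month mice (gap of 0.714 of the range, on the log2 scale). The same mouse was lowest in miR-34a-5p among 24-month mice, with a log2 CPM of 10.44 against 10.70 to 10.77 (gap of 0.790 of the range). Sequencing depth as the cause is contradicted, since the total of 14.7 mega-counts (M) lies inside the range of the other 24-month libraries, 12.2 to 20.7 M. A second candidate explanation is partial degradation of the RNA, which may leave more rRNA fragments and shift miRNAs along with them. If so, libraries of the higher rRNA level at 3 and 12 months would deviate from their age means in the direction in which mouse 32 deviates, computed over 292 mouse miRNAs of at least 10 CPM. Their mean score along that direction (log2 units) was 1.31 higher in the 7 libraries of the higher level than in the 3 of the lower level (exact permutation within age, p = 0.0400, where 0.0200 is the smallest possible, adjusted p = 0.160 over 4 comparisons). Over the 166 miRNAs of at least 100 CPM the difference was 0.58 (exact permutation, p = 0.320, adjusted p = 0.427). A correlation over all 10 libraries is not given, because they fall into separate levels. Within the 7 libraries of the higher level, Pearson r was 0.538 (exact permutation, p = 0.228, adjusted p = 0.427) and Spearman rho 0.286 (exact permutation, p = 0.556, adjusted p = 0.556), and r became -0.770 without the 2 libraries farthest from the median. Degradation therefore stays open, as do a library batch marked by rRNA sequences and a property of the mouse.

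In 12-month mouse 18, miR-199a-5p was highest among 12-month mice, with a log2 CPM of 13.33 against 12.84 to 12.96 (gap of 0.750 of the range). If reads of a related miRNA had been counted for it, other members of the miR-199 and miR-214 group, part of which share a transcript, would not be raised with it. They were: the log2 excess of mouse 18 over the other 12-month mice was 0.26 for miR-199b-3p, 0.56 for miR-214-3p and 0.33 for miR-214-5p, with a median of 0.33, beside 0.42 for miR-199a-5p itself, and mouse 18 was the highest of its age in 3 of 3. This argues against misassigned reads as the whole cause. A mouse-specific difference in the cells sampled, or in the tissue, stays open and may be the source.

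In 24-month mouse 34, miR-30c-5p was highest among 24-month mice, with a log2 CPM of 16.36 against 16.14 to 16.20 (gap of 0.721 of the range). Its library was also the deepest, with 20.7 M counts. If depth raised the share of miR-30c-5p, the other 14 libraries could show a positive relation between total count and its CPM. Pearson r was -0.309 (permutation test, p = 0.280, adjusted p = 0.366) and Spearman rho -0.262 (permutation test, p = 0.366, adjusted p = 0.366), with r at -0.250 without the 2 libraries farthest from the median. Within the rRNA levels r was -0.305 (8 libraries) and -0.208 (6 libraries). A weak relation of either sign cannot be excluded with this number of libraries, so depth and a property of the mouse cannot be told apart.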

How the results depend on the processing

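Alternatives were compared with the reported values 1 choice at a time. The erythroid and rRNA covariates, the rRNA level term, the fit of the higher rRNA level alone and the value of 1 line per sequence were chosen after seeing the data. The cause of a change was not tested unless stated.

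The count for 24 against 12 months was 0 in all 31 alternatives, with 38 to 88 sequences at an unadjusted p under 0.05. The log2 change of miR-124-3p kept its direction and stayed past the threshold in all alternatives (24 for 24 against 3 months and 25 for 12 against 3 months), at 4.12 to 5.01 for 24 against 3 months (adjusted p from 4.93e-14 to 0.00132) and 4.67 to 5.45 for 12 against 3 months. Both arms of miR-335 stayed past it in 23 of 24 and were lost with the erythroid covariate (adjusted p of 0.0676 for the 3p and 0.198 for the 5p arm, over ranges of 7.29e-07 to 0.0676 and 5.64e-06 to 0.198). The other named miRNAs kept their direction and were lost in 2 (miR-378a-3p), 4 (miR-26a-5p and miR-151-3p), 5 (miR-155-5p), 9 (miR-615-3p), 19 (miR-34a-5p), 20 (miR-204-5p) and 23 (miR-339-5p) of 24, and in 8 (miR-486a-5p) and 9 (miR-144-3p) of 25.

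The counts of called sequences moved most. DESeq2 gave 43 calls for 24 against 3 months (13 of the 15 among them), 42 for 12 against 3 months (15 of the 16), 50 among 3 ages, and 8 members of the kidney ageing list over all sequences. The cause was not tested. Fitting only the 10 libraries of a contrast gave 7 and 6 calls, each among the reported ones, with fewer samples to estimate the spread. An added limit of 2-fold left 3 and 3, by its construction. With the erythroid list as a covariate there were 2, 3 and 1 calls for 24 against 3 months, 12 against 3 months and any age. That list itself differs between ages, so the covariate also takes up part of the age difference. The rRNA covariate and the rRNA level term each gave 8 calls for 24 against 3 months (6 and 7 of the 15 among them), but 24 and 18 for 12 against 3 months (16 and 14 of the 16) and 13 and 11 for any age (9 and 9 of the 11), and the level differs between ages too. The 7 libraries of the higher level alone gave 2 calls for 12 against 3 months, both among the 16, with fewer samples. RLE factors and total counts moved the median log2 change of all sequences from 0.01 to -0.01 and -0.02, and the share of higher calls from 60.0% to 36.4% and 41.7%. For 12 against 3 months they gave 23 and 24 calls, with the 16 among them. That share was 40% of 10 calls with at least 10 counts in every library, 50% of 14 without a filter and 64.7% of 17 among mouse names only, 40% of 10 with 1 line per sequence, 45.5% of 11 without the most abundant miRNA, 41.7% of 12 with counts summed per mature name, and 46.7% of 15 with the authors' signal. The cause was not tested.

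With an estimated correlation 0 lists were called in place of 5. The position at 12 months was between for 7 of 11 calls with RLE factors. For the total count, the sum of the authors' normalized signal reversed 12 against 3 months (-0.250 M, exact permutation, adjusted p = 0.417). Over all 12 alternatives the total count kept its sign for 24 against 3 and 24 against 12 months, with lowest differences of 0.058 and 0.308 M. For the share of the most abundant, the single most abundant miRNA reversed 24 against 3 months (-0.390 points) and took 24 against 12 months under the threshold (0.101 points, exact permutation, adjusted p = 0.651). The 50 most abundant did the same (-0.0368 and 0.102 points, exact permutation, adjusted p = 0.698 and 0.536). The cause was not tested.

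Across the 15 fits that each left out 1 mouse, calls ranged from 4 (without 24-month mouse 35) to 34 (without 24-month mouse 32) for 24 against 3 months, from 5 (without 3-month mouse 8) to 23 (without 3-month mouse 7) for 12 against 3 months and from 4 (without 3-month mouse 8) to 30 (without 24-month mouse 32) among 3 ages. The kidney ageing list ranged from 6 to 11 alone and from 2 to 7 over all sequences, the called lists from 4 to 5 and the calls between at 12 months from 0 to 27. Of the single values, the total count ranged from -0.607 to 0.914 M for 12 against 3 months, which reversed in 5 of 10 fits. The share of the 10 most abundant ranged from 0.912 to 1.35 points for 24 against 12 months, past the threshold in 2 of 10. The distance between mice ranged from -0.241 to -0.124 for 24 against 3 months, from -0.159 to -0.0559 for 12 against 3 and from -0.108 to -0.0390 for 24 against 12, past the threshold without 3-month mouse 7 in the former 2 and without 24-month mouse 32 in the first and last. Among single miRNAs and lists, 70 values became weaker and 6 stronger in these fits, and 43 became weaker and 7 stronger under the other alternatives. No named miRNA and no called list reversed. Of the lists not called, 2 with a median log2 change near 0 reversed without passing the threshold: renal tubules (0.0016) in 14 of these 15 fits (-0.0440 to 0.0010), with RLE factors (-0.0236) and with counts summed per mature name (-0.0114), and the Sfmbt2 cluster (-0.0310) in 3 of 15, without 3-month mouse 7 or 9 or 24-month mouse 31 (-0.134 to 0.192). The cause was not tested.

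Depth limits the rare sequences: most values under about 5 reads seem to be listed as 0, so the change of miR-124-5p is a lower bound.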

Other observations

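The tests in this part were chosen after the results were seen, except the splits of the samples, which were set before.

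Other splits of the same mice were compared with the real one, 100 per result with the real one included. For 24 against 3 months 2 of 100 splits gave at least as many calls as the real 15, for 12 against 3 months 1 of 100 did (the largest other count was 11), and for any age 1 of 100 did (largest other 3). For 24 against 12 months, with 0 calls and 59 at an unadjusted p under 0.05, 100 of 100 did. For the lists called, 2 of 100 splits gave at least 5, and for the kidney ageing list adjusted over the list alone, 1 of 100 gave at least 11 (largest other 5). The other split of 24- and 3-month mice with more calls gave 46. Its sides were the higher and lower level of rRNA sequences in 10 of 10 libraries. Of its 46 calls, 24 were higher at the higher level, 32 were annotated mature mouse miRNAs outside other RNA classes, and 3 were among the 15 calls by age.

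A library batch marked by the level of rRNA sequences was therefore weighed as an explanation of the age differences, since 4, 3 and 1 of 5 mice at 3, 12 and 24 months had the higher level. With the level as a term beside age, 12 sequences had an adjusted p under 0.05 for the level, 11 of them higher at the higher level, and 0 were among the 15 calls. Some of the 12 are rRNA sequences that set the level, so their result was built in. Only 2 of the 12 are annotated mature mouse miRNAs outside other RNA classes. Of the 15, 7 stayed past the threshold: both arms of miR-124, both arms of miR-335, miR-155-5p, miR-26a-5p and miR-378a-3p. For these 7, and for miR-124-3p with a log2 change of 4.89, a batch of this kind as the whole cause is contradicted. For miR-155-5p the call rests on the level term. With the rRNA sequences as a covariate its log2 change was 0.538, just short of the threshold (edgeR, adjusted p = 0.0517). The other 8 of the 15 were lost with the level term. Their changes fell to no less than 69.9% of the reported size (highest 114%, median 83.0%), while their SE grew to a median of 113%. For these 8, level and age cannot be told apart, because the level is spread unevenly over the ages. All 5 lists called stayed called with the level in the fit, and the Dlk1-Dio3 cluster joined them (adjusted p = 0.0121), which argues against the level as their whole cause. What sets the level, such as RNA degradation, a preparation batch or the mice, was not tested.

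The rise of miR-124-3p was weighed against 5 technical explanations. Nervous tissue in the older samples, or reads spilled over from a brain library, would bring the other abundant neuronal miRNAs with it. The summed level of the other 5 neuron list members instead changed by -63.3 CPM, from 708 ± 44.0 at 3 months to 645 ± 40.6 at 24 months (SD, n = 5 each, exact permutation, p = 0.0476, adjusted p = 0.0714), and was 592 ± 45.2 CPM at 12 months (exact permutation, adjusted p = 0.0238), with 0 of 5 members higher at either age, while miR-124-3p rose by 61.0 and 93.4 CPM. Of these members, miR-9-5p and miR-128-3p are abundant in the kidney libraries, which would hide a small share, but miR-129-5p (13 CPM at 3 months and 8.39 at 24 months) and miR-138-5p (4.51 and 4.21 CPM) are not. A synthetic oligonucleotide of the mature strand would bring no 5p arm, yet 10 of 10 libraries of older mice had reads of it, with a median of 82.1 reads of the 3p per read of the 5p arm (26.2 to 183). Scaling is contradicted by a log2 change of at least 4.38 under 4 other scalings, and the rRNA level by 4.89 with the level in the fit. Within the higher level, 4 older mice lay above 4 3-month mice by a mean log2 CPM of 4.80 (exact permutation, p = 0.0286, the smallest possible, adjusted p = 0.0429 over 6 comparisons within that level). No label names a batch that coincides with the 3-month group. The study's methods place the collection of young and old mice on a single day, which argues against the day of collection, but do not speak of the small RNA libraries. Without the arms of miR-124, the correlation between both contrasts with 3 months was 0.630. That is inside the range simulated for shared mice, but near its upper end (mean 0.496, up to 0.636). The share of sequences with the same direction, 75.2%, lay above its simulated range (up to 70.4%). That range may be too narrow, because the simulated sequences were drawn independently. A batch of small shifts in many miRNAs is thus neither shown nor excluded. The other named miRNAs changed by a log2 value of at most 1.12 in either direction. A batch that shifts many miRNAs by as much as miR-124-3p is therefore not seen. These values do not bear on a batch confined to miR-124, to which no label or table points, and which would be confounded with age and cannot be told apart from it. A rise with age in the kidney itself may also explain the pattern and stays a hypothesis.

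The erythroid list was lower in older kidneys, by a mean log2 CPM of -0.66 at 24 months (exact permutation, adjusted p = 0.0595, 0 of 5 mice above the 3-month mean) and -0.83 at 12 months (exact permutation, adjusted p = 0.0476, 0 of 5). A candidate explanation is the amount of blood left in the kidney at collection, which would move erythroid miRNAs together from mouse to mouse. After removal of the age means, the 4 erythroid members of at least 10 CPM (miR-451a, miR-144-3p, miR-144-5p and miR-486a-5p) had pairwise correlations of 0.854 to 0.959 over the 15 libraries, and of 1000 random groups of 4 miRNAs 0 had a lowest correlation as high (highest 0.427). Different amounts of blood would give such values, though members that come from a shared transcript would also move together. However, miR-486a-5p lies on chromosome 8 and both arms of miR-144 on chromosome 11, and their pairs too reached at least 0.854. This argues against a shared transcript as the whole cause. A difference in red cells with age stays open and untested.

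The leukocyte list moved the other way, by 0.43 at 24 months (exact permutation, adjusted p = 0.0476, 5 of 5 mice above the 3-month mean) and 0.58 at 12 months (exact permutation, adjusted p = 0.0476, 5 of 5). The rise at 24 months was 0.353 to 0.548 with 1 mouse left out in turn, past the threshold after adjustment in 3 of these 10 comparisons (exact permutation, adjusted p from 0.0119 to 0.0714, highest without 24-month mouse 33 or 35). If more blood in the older kidneys gave it, the erythroid list would rise too. That list was lower by -0.743 in the 10 older mice together (exact permutation, p = 0.00433, 0 of 10 above the 3-month mean), and by -0.660 to -0.837 with 1 mouse left out. This argues against the amount of blood as the cause, as far as red cells carry the same miRNAs at each age. In 3-month mouse 9, the 1 mouse of that age with the lower level of rRNA sequences, the leukocyte mean (8.17) lay in the range of the older mice (8.01 to 8.40), so the level of rRNA sequences was weighed too. Within the higher level, the leukocyte means of 4 older mice (8.11 to 8.40) lay above those of 4 3-month mice (7.39 to 7.78), by 0.697 (exact permutation, p = 0.0286, the smallest possible, adjusted p = 0.0429). The erythroid difference there was -0.852 (exact permutation, adjusted p = 0.0686). The lower level holds 1 3-month mouse and allows no such test. More leukocytes in older kidneys may explain the rise, as may higher expression in kidney cells, and the source of these reads was not tested.

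Counting error was weighed as a source of the changes of single miRNAs. It would leave both arms of a hairpin unrelated. Across 83 hairpins with both arms at 10 CPM or more, which are not independent replicates, the changes of the arms in 24 against 3 months had a Pearson r of 0.589 and a Spearman rho of 0.515, and 66.3% went in 1 direction. The highest r in 1000 random pairings was 0.332. This contradicts counting error as the whole source and leaves differences between mice, libraries and ages open. No arm of miR-124 was among these hairpins.

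The 3-month mice lay farther apart than the 24-month mice, by 34.4% over all tested sequences. If this came from counting error of rare miRNAs, it would vanish among abundant ones. Among 176 miRNAs of at least 100 CPM the excess was 31.7% (exact permutation, p = 0.0476, adjusted p = 0.0952), which argues against counting error as the whole cause, though the difference did not pass the threshold after adjustment. The level of rRNA sequences, which differs most within the 3-month group, may contribute and was not separated from age.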
